# Phased secondary small interfering RNAs in *Panaxnotoginseng*

**DOI:** 10.1186/s12864-017-4331-0

**Published:** 2018-01-19

**Authors:** Kun Chen, Li Liu, Xiaotuo Zhang, Yuanyuan Yuan, Shuchao Ren, Junqiang Guo, Qingyi Wang, Peiran Liao, Shipeng Li, Xiuming Cui, Yong-Fang Li, Yun Zheng

**Keywords:** PHAS, Phased small interfering RNA (phasiRNA), *Panax notoginseng*, High-throughput sequencing, Bioinformatics

## Abstract

**Background:**

Recent results demonstrated that either non-coding or coding genes generate phased secondary small interfering RNAs (phasiRNAs) guided by specific miRNAs. Till now, there is no studies for phasiRNAs in *Panax notoginseng* (Burk.) F.H. Chen (*P. notoginseng*), an important traditional Chinese herbal medicinal plant species.

**Methods:**

Here we performed a genome-wide discovery of phasiRNAs and its host PHAS loci in *P. notoginseng* by analyzing small RNA sequencing profiles. Degradome sequencing profile was used to identify the trigger miRNAs of these phasiRNAs and potential targets of phasiRNAs. We also used RLM 5’-RACE to validate some of the identified phasiRNA targets.

**Results:**

After analyzing 24 small RNA sequencing profiles of *P. notoginseng*, 204 and 90 PHAS loci that encoded 21 and 24 nucleotide (nt) phasiRNAs, respectively, were identified. Furthermore, we found that phasiRNAs produced from some pentatricopeptide repeat-contain (PPR) genes target another layer of PPR genes as validated by both the degradome sequencing profile and RLM 5’-RACE analysis. We also found that miR171 with 21 nt triggers the generations of 21 nt phasiRNAs from its conserved targets.

**Conclusions:**

We validated that some phasiRNAs generated from PPRs and TASL genes are functional by targeting other PPRs in *trans*. These results provide the first set of PHAS loci and phasiRNAs in *P. notoginseng*, and enhance our understanding of PHAS in plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4331-0) contains supplementary material, which is available to authorized users.

## Background

Plant small RNAs, with 21 to 24 nucleotides (nt), play crucial roles in a variety of biological processes, including development, stress responses, defense and epigenetic modifications [1, 2]. Based on the origin and biogenesis, small RNA in plants can be divided into two main categories: microRNA (miRNA) and small interfering RNA (siRNA); siRNA can be further divided into three classes: heterochromatic siRNA (hc-siRNAs), natural antisense transcript siRNA (NAT-siRNA) and phased, secondary siRNA (phasiRNA) [3, 4]. The common feature of these small RNA is that they are generated by different DICER-LIKE (DCL) member from their long precursors, and then are incorporated into an effector complex to guide target recognition and subsequent silencing events in a sequence-specific manner [4, 5].

MicroRNAs are derived from their precursors, which are non-coding RNAs and can form hairpin-like secondary structures. The miRNA precursors are generated by RNA polymerase II (Pol II); RNase III enzyme DCL1 is responsible for the biogenesis of the mature miRNAs via processing of miRNA precursors. Most miRNAs negatively regulate their target genes through homolog based mRNA cleavage or translation inhibition at post-transcriptional level [2, 6], however some miRNAs may activate their targets through different mechanisms [7–9]. Small interfering RNAs (siRNAs) are characterized by their biogenesis depending on different RNA-dependent RNA polymerase (RDR) member. hc-siRNAs are 24 nucleotides in length, generated by DCL3 activity [10]. hc-siRNAs play a crucial roles in directing DNA methylation and histone modification in an AGO4-dependent pathway, and regulate target gene expression in transcription level [11, 12]. NAT-siRNAs derives from dsRNA precursors formed by bidirectional transcription of two partially overlapping genes [13–15]. PhasiRNA is a kind of secondary siRNA. Phase simple means these siRNAs are generated precisely in phased pattern initiated at a specific nucleotide. Its biogenesis requires an initiative cleavage on the phasiRNA precursor transcript (PHAS) by a specific miRNA in either “one-hit" or “two-hit" manner, then one of the cleaved product is made double stranded by RDR6 and then catalyzed by DCL4 into 21 nt siRNA in a phased pattern [16–20]. Some of the phasiRNAs may further target their parental genes in *cis* or other genes in *trans* [21].

PhasiRNAs can be generated from either long noncoding RNAs or coding genes. Arabidopsis miR173 (*TAS1* and *TAS2*), miR390 (*TAS3*), and miR828 (*TAS4*) can function as guides on non-coding primary transcripts to initiate tasiRNA1-2, tasiRNA3 and tasiRNA4 processing, respectively. These tasiRNAs can further target pentatricopeptide repeat (PPR) family member, auxin response factors (ARFs) and MYB transcription factor in *trans* manner [17, 19, 22, 23]. Among them, tasiRNA3 is much conversed in land plants [16, 17]. Recently, 21- and 24-nt phasiRNAs derived from long noncoding RNAs have been reported in rice and maize male reproductive organs, they are trigged by miR2118 and miR2275, and cleaved by DCL4 and DCL5 (also known as DCL3b), respectively [20, 24]. A noncoding PHAS locus, triggered by miR4392, was found accumulating preferentially in soybean anthers [25].

PhasiRNAs, triggered by miRNAs, are also generated from protein-coding loci in many plants, and first found in Arabidopsis [26]. It is worthy to point out that a significant number of PPR, nucleotide binding site-leucine-rich repeat (NB-LRR) and MYB family members are PHAS loci [21, 26–29]. PPR family is one of the largest families in Arabidopsis, containing at least 448 PPR-related genes. Many PPR-P clade transcripts have been identified as PHAS loci triggered by miR161.1, miR161.2, miR400 and tasiRNAs produced by miR173-TAS1/2 [3, 26]. PPR PHAS loci have been found in 9 eudicots, and triggered by miR7122, miR1509 and fve-PPRtri1/2 [3]. MYB transcription factor are target by miR159/miR828/miR858 in apple, peach and lotus, MYB-derived phasiRNAs could target a variety of genes with different function [27, 29, 30]. NB-LRR is the largest family targeted by small RNA. Arikit et al. [25] found 500 PHAS loci in soybean, amazingly, 208 loci are NB-LRR genes; Zhai et al. [21] found 114 PHAS loci in Medicago, among them, 79 loci are NB-LRR PHAS loci and 74 NB-LRR loci are targeted by miR1507, miR2109 and miR2118. NB-LRR PHAS loci are found in many plant species, indicating a conserved role of phasiRNA in regulation of NB-LRR [29, 31]. NB-LRR can be targeted by both miRNAs and phasiRNAs [21]. Besides these three gene families, AP2-like gene was found as PHAS loci triggered by miR156 and miR172 in Arabidopsis, DCL2 and Suppressor of Gene Silencing 3 (SGS3) were designed as PHAS loci trigged by miR1515 and miR2118, respectively, in Medicago and soybean [21].

*TAS3* derived tasiARFs are the only phasiRNAs that have been validated to target ARF genes in *trans* [16, 17, 28]. The functions of most phasiRNAs are still largely unknown [3].

To investigate phasiRNAs in *Panax notoginseng*, a precious traditional Chinese herb, we analyzed 24 small RNA profiles of *P. notoginseng*, and identified 204 PHAS loci generating 21 nt phasiRNAs, and 90 PHAS loci generating 24 nt phasiRNAs. Via integrating miRNAs and parallel analysis of RNA end (PARE) data, we found that some PPR genes generate phasiRNAs, moreover, we found these phasiRNAs could target other PPR loci in *trans* manner. Using RLM 5’-RACE technique, we further validated the cleavage on PPR transcripts induced by phasiRNAs. We present direct evidence that phasiRNAs originated from PPR genes are functional to regulate other PPR genes in *trans*. Our results also suggest that miR171, with 21 nt, could trigger phasiRNA generation in wide type plants, although existing study found that miR171 with additional nucleotide at 3’ end could trigger phasiRNAs in a mutant.

## Methods

### Materials and small RNA sequencing profiles

We sequenced 7 small RNA sequencing profiles of *P. notoginseng* grown in Wenshan County, Yunnan, China (Additional file 1: Table S1). Two of these 7 samples was mixed RNA sample of the leaf and root. Other 5 samples were RNA samples extracted from roots of 5 different plants. The tissue samples collected were stored in liquid nitrogen immediately. The samples were kept at -80 °C until RNAs were extracted. Total RNAs were extracted from samples using the TRIzol reagent (Invitrogen, Thermo Fisher Scientific Inc., USA) according to the manufacturer’s protocol. The integrities of the RNAs were checked using an ultraviolet spectrophotometer (Hoefer, MA, USA), based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280) and were also assessed by electrophoresis in a denaturing formaldehyde agarose gel, based on visual comparison with the strength of 18S and 28S ribosomal RNAs. The RNA samples with OD260/280 between 1.8 and 2.0 were checked for the total quantities. Only samples with at least 20 *μ*g were chosen for preparation of sRNA sequencing libraries. The small RNAs of the samples were isolated from total RNAs and were sequenced using Illumina HiSeq 2000 sequencer. The 7 obtained small RNA sequencing profiles were deposited into the NCBI GEO database and are accessible with series ID GSE98118.

Because each plant sample may only express some parts of the whole gene set, it is very helpful to identify PHAS loci as completely as possible by analyzing sRNA profiles from multiple samples. Therefore, the 17 small RNA sequencing profiles downloaded from the NCBI SRA database with accession ID SRP082250 and the 7 profiles obtained in this study were combined to get unique sRNA sequences and normalized frequencies in each of the profiles.

### Computational steps for identifying PHAS loci

We aligned the unique sequences in the small RNA libraries to the cDNA sequences of *P. notoginseng* (Zheng and Cui, unpublished) with SOAP2 [32]. Then, we examined the distribution of unique 21 and 24 nt sRNAs on cDNA sequences with a window of 210 nt or 240 nt (ten 21 nt or 24 nt) respectively. The positions of sRNAs on the anti-sense strand were consider in the same phase as sRNAs on the sense strand with a two-nucleotide positive offset because sRNA duplex have two-nucleotide over-hang at the 3’-end [21, 26, 28, 33]. Then, the *P*-values of windows under consideration were calculated with a Hypergeometric distribution as proposed previously [33],

1 $$ P(X=k) = \sum\limits_{X=k}^{m}\frac{{20m \choose n-k}{m \choose k}}{{21m \choose n}},  $$

where *k* was the number of phased unique 21 nt (or 24 nt) sRNAs in the window, *n* was the total number of unique 21 nt (or 24 nt) sRNAs in the window, and *m* was the number of phases. In this study, *m* was set to 10.

We set the window sizes of PHAS loci according to the sizes of reported PHAS loci and the distances between the complementary sites of miRNA triggers to the phasiRNAs in other species. As reported previously [16, 17, 29], the functional tasiRNAs derived from TAS3 are at the seventh or eighth 21 nt segments from the 3’ complementary site of miR390. TAS4 derived functional and conserved tasiRNA, TAS4-siR81(-), is also very close the miR828 complementary site [23, 29]. For other PHAS loci and TAS1/2 in Arabidopsis, it has not been reported that these PHAS loci encode conserved phasiRNAs. But the phasiRNAs from these PHAS and TAS1/2 were very close to complementary sites of their miRNA triggers [17, 21]. Therefore, we set the window sizes of PHAS loci as ten 21 or 24 nt segments.

We calculated a phase score for each position of cDNA sequences using the method in [34]. For a window with at least three phased unique sRNAs, i.e., when *k*≥3,

2 $$ PhaseScore = \ln \left(1 + 10 \times \frac{\sum_{i = 1}^{m}P_{i}}{1+\sum_{i=1}^{m}U_{i}}\right)^{k - 2},  $$

where *m* was the number of phases in the window, *k* was the number of unique phased siRNAs in the window, *U*_*i*_ was the number of non-phased reads at the *i*th phase from the position, and *P*_*i*_ was the number of phased reads at the *i*th phase from the position. *m* was 10 in this study.

If a window has a *P*-value less than 0.05, it was extended 100bp at both 5’- and 3’-ends. Then we merged the overlapped windows. We next calculated the false discovery rates with the *P*-values of the merged windows with the method in [35]. We selected the merged windows with a maximal phase scores of 5 or more and multiple test corrected *P*-values less than 0.05 as putative PHAS loci. We named the predicted PHAS loci with its transcript ID and a increasing serial number. We reported the phased siRNAs of the predicted PHAS loci as phasiRNAs. We named the phasiRNAs of a PHAS loci by adding siR and a serial number to the name of the PHAS loci.

### Degradome sequencing

The degradome of a *P. notoginseng* root sample in our previous study was retrieved from NCBI SRA database using the accession number SRP087606. Briefly, the root of a *P. notoginseng* plants grown in a shading greenhouse at Kunming University of Science and Technology (24° 51 ^′^ 0 ^′′^ N, 102° 52 ^′^ 2 ^′′^ E, altitude 1835 m), Kunming, Yunnan, China, was frozen in liquid nitrogen immediately after harvesting. During the experiment, the daily average temperature was 25 °C, the daily maximum difference in temperature was 10 °C and humidity was 60-80%. The total RNA from the root of a *P. notoginseng* plant was extracted using the TRIzol reagent (Invitrogen, Thermo Fisher Scientific Inc., USA) according to the manufacturer’s protocol. The integrity of the RNA was checked with an ultraviolet spectrophotometry (Hoefer, MA, USA) and 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). The degradome of polyadenylated transcripts was sequenced using Illumina HiSeq 4000 sequencer. The obtained degradome sequencing profile was filtered to remove low quality reads that have low scored nucleotides (< 20). Then, the 3’ adapters in the remaining reads were removed.

### Identifying miRNA complementary sites on PHAS and phasiRNA targets

The degradome sequencing profile were downloaded from the NCBI SRA database with the accession number SRP087606. The raw degradome sequencing profile was filtered to remove low quality reads that have low scored nucleotides (< 20). Then, the 3’ adapters in the remaining reads were removed. The unique sequences were obtained and the frequencies of the unique sequences were calculated. The SeqTar algorithm [36] was used to predict miRNA complementary sites on the original transcripts of PHAS loci. For conserved miRNAs, the targets that have at least one valid read, i.e., read started at the 9th to 11th positions of a miRNA binding site (as defined in [36]), or targets that have less than 4 mismatches were used for further analysis.

We identified the targets of phasiRNAs with the SeqTar algorithm [36]. Only targets that have at least one valid read and less than 4 mismatches were used for further analysis.

### RLM 5’-RACE validations of some phasiRNA targets

Modified 5’-RACE assay was performed using the GeneRacer Kit (Invitrogen) to validate the predicted targets. Briefly, 5 *μ*g total RNA was ligated with GeneRacer ^*TM*^ RNA Oligo (5’-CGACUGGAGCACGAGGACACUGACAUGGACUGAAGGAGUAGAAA-3’) and reverse transcription was performed using SuperScript ^*TM*^ III Reverse Transcriptase and oligo dT(18) primer. The resulting cDNA was used as template for PCR amplification with GeneRacer 5’ primer (5’-CGACTGGAGCACGAGGACACTGA-3’) and a gene-specific reverse primer. A second nested PCR was performed using GeneRacer 5’ nested primer (5’-GGACACTGACATGGACTGAAGGAGTA-3’) and a gene specific nested primer. The amplified products were run on a 2% agarose gel, bands with expected size were purified using QIAquick^®^ Gel Extraction Kit (QIAGEN) and ligated onto T Vector pMD 19 (Simple)(Takara), following transformation and clone PCR, plasmids were isolated and subjected to Sanger sequencing. Gene specific primers used are listed in Additional file 1: Table S2.

## Results and discussion

### Samples and small RNA profiles of *P. notoginseng*

We collected 5 root samples and 2 whole plant samples of *P. notoginseng* grown in Wenshan County, Yunnan, China. The small RNAs of the samples were isolated from total RNAs and were sequenced using Illumina HiSeq 2000 sequencer (see Methods). 

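The authors deposited each of the 7 small RNA sequencing profiles as a list of unique sequences of 18 to 44 nt with the number of reads of each sequence, and these raw read counts were used here. By their sample labels, 5 libraries came from root and 2 libraries, M1 and M2-1, from the whole plant. The root libraries had between 11312696 and 11463527 reads, with a median of 11382457, and the whole plant libraries had 11461777 (M1) and 11332287 (M2-1). Abundances were given as RPTM, the reads of a sequence per 10000000 reads of its library. The smallest abundance that this depth can show, taken as 3 reads, is 2.62 to 2.65 RPTM, and this floor and all intervals given here cover counting error only. The 17 root profiles from the SRA database and the degradome profile were not analysed here. Some sample labels differ from the names in the tables of the paper. The total of the profile labelled r15 is the total that Table S1 gives for r15, whereas the totals of M1, M2-1 and r52 are those given for r19, M1 and M2-1, respectively, and the totals of r19, r3 and r60 were not found in Table S1. The raw phasiRNA counts of the profiles labelled M1, M2-1, r15, r19, r3, r52 and r60 equal the columns r19, r1, r15, r16, r21, r2-1 and r25 of Table S4 at 100% of the phasiRNAs with reads, and the next best column equals at most 9.93%. Of the 4 libraries whose total is in Table S1, 2 libraries, M1 and r52, have another tissue there than in their labels. Libraries were grouped by their sample labels. In the root libraries, 24 nt reads made up 34.9% ± 5.00 (SD, n = 5) of all reads, 22 nt reads 22.2% ± 3.60 and 21 nt reads 20.6% ± 2.15. In the whole plant libraries, 21 nt reads made up 22.7% (M1) and 23.6% (M2-1) and 24 nt reads 34.8% and 42.4%. Both of these 21 nt shares lay above that of each root library, 17.0% to 22.1%. The mean share in root minus that in whole plant was -2.52 percentage points for 21 nt reads (two-sided exact permutation test, p = 0.190) and -3.68 for 24 nt reads (p = 0.429, same exact test). The smallest p that the 21 splits of the libraries allow is 0.0476. These tests hold for the sample labels only. M2-1 and r52, whose totals stand under whole plant names in Table S1, had the largest 24 nt shares, 42.4% and 40.7%, against 27.8% to 37.8%. Their 22 nt shares, 13.6% and 18.0%, were the lowest, against 19.7% to 26.0%. For 21 nt reads M1 (22.7%) lay above r52 (22.1%). No test was run with the libraries regrouped by Table S1. The 21 nt difference in reads kept its sign when each library was left out, from -2.95 (without M1) to -1.62 (without r19). The 21 nt difference was 0.610 when unique sequences were counted in place of reads, and the 24 nt difference was 0.147 without M2-1. Neither direction therefore held throughout.

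**Figure D1:**
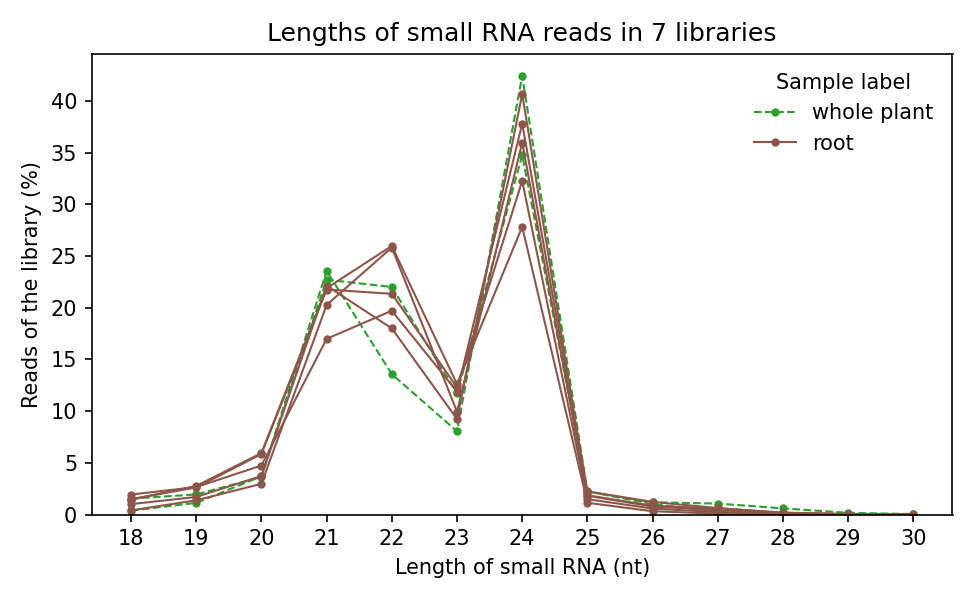
Share of the reads of each library in percent (vertical axis) by read length in nt (horizontal axis) for the 5 root libraries (solid lines) and the 2 whole plant libraries (dashed lines), 1 line per library. The largest class is 24 nt in each of the 7 libraries, from 27.8% to 42.4% of the reads.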

The obtained sRNA profiles were combined with 17 root sRNA profiles from NCBI SRA database obtained with accession number SRP082250 to get unique sRNA sequences and their frequencies in each of the profiles.

### Twenty-one nt PHAS loci in *P. notoginseng*

The combined sRNA profiles of 23 samples were aligned to a self-assembled transcriptome database of *P. notoginseng* using SOAP2 [32]. Then, we used a self-written program to predict PHAS loci and phasiRNAs from the alignment result of SOAP2 based on methods proposed previously [33, 34] (see Materials and methods for details). Then we merged overlapped PHAS loci. As listed in Additional file 1: Table S3, we totally identified 204 PHAS loci encoding 21 nt phasiRNAs with a combined criterion of a phase score ≥ 5 and a multiple-test corrected *P*<0.05. These PHAS loci produced at least 2505 twenty-one nt phasiRNAs that were sequenced in the sRNA profiles used in the study (Additional file 1: Table S4).

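The phasing of these loci was tested in the 7 libraries pooled. Table S3 was used for 201 loci, 87 with their whole sequence and 114 with the first 399 nt only. The 21 nt reads were matched to the sequences without mismatches, and reads on the anti-sense strand were placed in the phase of the sense strand with an offset of 2 nt. In each window of 10 cycles, the occupied and the phased positions gave a hypergeometric p over 420 positions on both strands, 20 of them phased. The n and k in Table S3 give its p-values within 2% in this way at 200 of 201 loci, and at 0 of 201 with 210 positions and 10 phased. The phase score was computed from the mean RPTM over the libraries, and the window with the highest phase score among those with a p under 0.05 was kept for each locus. The occupied positions in the kept window differ from the n of the paper at many loci. There were 68 against 8 at P21_TR96043_c0_g1_i2_1 and 156 against 166 at P21_TR84332_c10_g3_i1_3. Passing here is therefore not a repeat of the paper's own count. After Benjamini-Hochberg adjustment over the loci, 156 of 201 loci (77.6%, 95% Wilson interval 71.4 to 82.8) had an adjusted p under 0.05 and a phase score of 5 or more. Since windows with a p of 0.05 or more had been left out beforehand, no kept window had an adjusted p above 0.0534, and the adjustment excludes few loci. The median phase score of the loci that passed was 17.2, from 5.03 to 100.9. When only reads that match 1 locus were counted, the setting that moved this result most, 111 loci (55.2%) passed. In single libraries between 107 and 137 loci passed. With cycles of 17 to 20 nt or 22 to 25 nt in place of 21 nt, at most 2 loci passed, but the loci had been selected by the authors for 21 nt phasing. Loci without a window with a p under 0.05 still count in the adjustment. At a cycle where fewer loci have such a window, the adjustment alone can exclude most loci. The counts at other cycles are therefore not like for like with the count at 21 nt. The median locus had 4498 reads of 21 nt over the 7 libraries, from 91 to 396547. In the root libraries, 18.9% ± 2.09 (SD, n = 5) of the 21 nt reads matched at least 1 of the loci. From a phase score of 5 or more and a corrected P-value below 0.05 in the combined profiles, the paper identified these regions as PHAS loci.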

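Table S4 was used for 1499 phasiRNAs, of which 845, with 746 distinct sequences, lie within the locus sequences used here. Of these 845 phasiRNAs, 841 (99.5%, 95% Wilson interval 98.8 to 99.8) had at least 1 read in the 7 libraries. With at least 10 reads required, 728 phasiRNAs (86.2%) remained. The median was 66 reads over the 7 libraries and the highest 132404. Each library alone held reads of 635 to 729 of the phasiRNAs, and 424 were read in every library. These libraries are among the profiles from which the paper listed the phasiRNAs.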

The predicted PHAS were annotated by aligning their sequences to the NCBI Nucleotide Collection (nr/nt) database and the TIGR Plant Repeat database (details are given in Additional file 1: Table S3). 50% of PHAS loci encoding 21 nt phasiRNAs are unknown genes (see Fig. 1a). 

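In Table S3 as used here, 98 of 201 loci (48.8%) are unknown genes. Of these, 78 (79.6%, 95% Wilson interval 70.6 to 86.4) passed the phase criteria in the 7 libraries, with a median phase score of 21.3. Among reads of 18 to 30 nt that matched unknown genes in the root libraries, 78.2% ± 3.61 (SD, n = 5) were 21 nt long and 52.4% ± 4.12 came from the sense strand.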

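Protein coding genes are 82 of the 201 loci (40.8%), and 65 of them (79.3%, 95% Wilson interval 69.3 to 86.6) passed the phase criteria with a median phase score of 14.3. Reads of 21 nt were 31.3% ± 6.85 (SD, n = 5 root libraries) of the reads on these loci, and 70.5% ± 6.18 of the reads came from the sense strand. When unique sequences were counted in place of reads, 50.2% were from the sense strand.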

The second largest type of PHAS loci encoding 21 nt phasiRNAs is protein coding genes, with 40% or 82 loci. 

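Of the 17 loci annotated as rRNA or repeats, 11 (64.7%, 95% Wilson interval 41.3 to 82.7) passed the phase criteria with a median phase score of 11.8. In the root libraries, 19.5% ± 4.02 (SD, n = 5) of the reads on these loci were 21 nt long, 13.0% ± 1.69 were 24 nt long and 5.43% ± 2.53 came from the sense strand of the assembled sequence. Without these loci, the share of 21 nt reads on PHAS loci in root was 13.3% ± 1.57.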

Seventeen PHAS loci encoding 21 nt phasiRNAs were originated from rRNA or repeats. Two 21 nt PHAS loci are TAS3 genes and two PHAS loci encoding 21 nt phasiRNAs could be mapped to MIRNAs.

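Both TAS3 loci passed the phase criteria. P21_TR91608_c0_g1_i1_1, which Table S3 annotates as TAS3a (positions 1 to 709 of its transcript), had a phase score of 25.5 (adjusted p = 2.36e-05) with 4722 reads of 21 nt and passed in 5 single libraries. P21_TR91608_c0_g1_i3_1, annotated as TAS3b (positions 209 to 1007), had a phase score of 14.0 (adjusted p = 0.0462) with 3895 reads and passed in 1 single library. Its phase score was 1.70, below the criterion, when positions needed at least 2 reads, and 1.61 with up to 1 mismatch. It was also below the criterion without M2-1 (1.94), without r15 (2.48), without r3 (2.17) and with a mean of at least 1 RPTM per position (3.76), a setting chosen after seeing the data. In the root libraries, 83.8% ± 4.36 (SD, n = 5) of the reads on the TAS3 loci were 21 nt long. The loci mapped to MIRNAs, P21_TR46829_c0_g1_i1_1 and P21_TR95402_c0_g1_i1_1, had phase scores of 2.71 and 2.87 in the pooled libraries and did not reach the criterion of 5. In single libraries the first passed in 0 and the second in 2, with a phase score of 4.42 ± 5.17 (SD, n = 5) in the root libraries. On these loci, 29.3% ± 4.91 (SD, n = 5) of the root reads were 21 nt long and 49.7% ± 7.32 were 24 nt long. Of P21_TR95402_c0_g1_i1_1 only the first 399 nt of 486 were tested.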

**Fig. 1:**
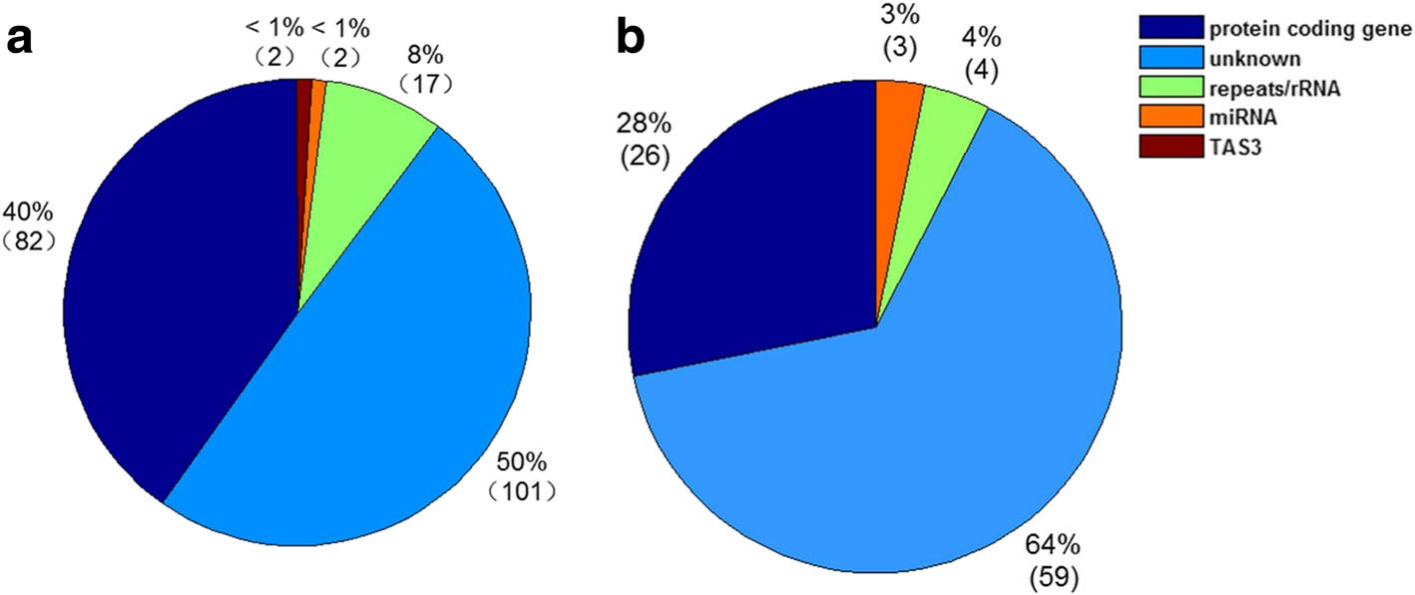
The types of molecules of predicted PHAS loci. **a** The types of molecules of PHAS loci generating 21 nt phasiRNAs. **b** The types of molecules of PHAS loci of PHAS loci generating 24 nt phasiRNAs

Because miRNAs are critical in processing pathways of phasiRNAs, we identified miRNA triggers for these PHAS loci on both strands by using the degradome sequencing profile and the SeqTar algorithm [36]. 

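Table S3 lists MIR2118c as a trigger of 3 loci, all annotated as protein coding. P21_TR1771_c0_g1_i1_1 (positions 1 to 203), annotated as NB-LRR, had a phase score of 13.2 (adjusted p = 0.00596) with 4726 reads of 21 nt and passed in each of the 7 libraries. P21_TR96289_c1_g1_i1_1 (positions 643 to 1378), also annotated as NB-LRR, had a phase score of 14.3 (adjusted p = 0.00112) with 205 reads and passed in 4 libraries. With a mean of at least 1 RPTM per position, a setting chosen after seeing the data, its phase score was 4.17, below the criterion of 5. P21_TR94033_c0_g1_i4_1 (positions 2290 to 2962), annotated as TMV resistance protein N-like, had a phase score of 19.9 (adjusted p = 2.92e-07) with only 142 reads and passed in 3 libraries. Its phase score fell to 7.72 when positions needed at least 2 reads. The miR2118 sites on these loci were not analysed here.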

At least two of the 21 nt PHAS loci were NB-LRR genes, and were triggered by miR2118 (Additional file 1: Table S3). Two TAS3 loci were triggered by miR390 (Additional file 1: Table S3). miR1509a triggers 16 PHAS loci (Additional file 1: Table S3), of which most are unknown genes. 

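Table S3 as used here lists miR1509a as a trigger of 15 loci. The 22 nt sequence of miR1509a drawn in Fig. 2, TTAATCAAGGAAATCACGGTCG, had 0 reads in each of the 7 libraries, and 0 reads when 1 nt was allowed to be missing or added at its 3’ end, so its abundance was below what this depth can show. Its complementary site was found in the sequences used here at 13 of the 15 loci, with 2.5 to 3.5 mismatches when a G:U pair counts as 0.5. These mismatches equal those in Table S3 at each of the 13 loci. The miR390 sites on the TAS3 loci were not analysed here.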

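The register of the phasiRNAs was compared with the cleavage between positions 10 and 11 of the miRNA. The 21 nt reads of the 7 libraries within 10 cycles downstream of that cleavage were assigned to the 21 possible registers. At P21_TR101427_c8_g4_i1_1 the site lies at positions 216 to 237 of the transcript with 3 mismatches, and 4144 of 6232 reads (66.5%, 95% Wilson interval 65.3 to 67.7) were in the register of the cleavage. At P21_TR90574_c0_g2_i1_1 the site lies at 140 to 161 with 3 mismatches, and 85.9% of 25973 reads (85.4 to 86.3) were in that register. At P21_TR96043_c0_g1_i2_1 the site lies at 5 to 26 with 3 mismatches, and 99.4% of 154797 reads (99.40 to 99.47) were in that register. Most reads in the last locus are 1 phasiRNA, P21_TR96043_c0_g1_i2_1_siR1 (CTCTGTTTAAAGAATTTGGTA), with 20700 ± 2393 RPTM (SD, n = 5) in root, which also matches 2 other PHAS loci. The 3 loci had phase scores of 33.4 (adjusted p = 0.000435), 70.0 (adjusted p = 3.19e-05) and 74.7 (adjusted p = 4.82e-05), and each passed in all 7 libraries. Over the 13 loci with a site of miR1509a, the register of the cleavage had the most reads of the 21 registers at 11 loci, against a chance of 0.0476 per locus (one-sided exact binomial test, p = 2.04e-13). The share in that register was 85.9% in the median, from 16.1% to 99.4%. With the sites of miR171l and MIR482f-5p included, it was highest at 13 of 16 loci (p = 3.17e-15, same exact test), and at 10 of 13 (p = 1.50e-11, exact) when loci that share their most abundant read were counted once. When reads within 1 nt of each register were also counted, it was highest at 6 of 16 loci. A 22 nt small RNA with 4 differences from miR1509a and 13554 ± 3457 RPTM (SD, n = 5) in root pairs with the same 13 sites with 1 to 3 mismatches and has the same cleavage position at each. Citing Fig. 2a to c, the paper states that miR1509a is the guide of the phasiRNAs at these loci. From the degradome profile (Fig. 2e to g), it also reports cleavage at the centers of the miR1509a sites.

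**Figure D2:**
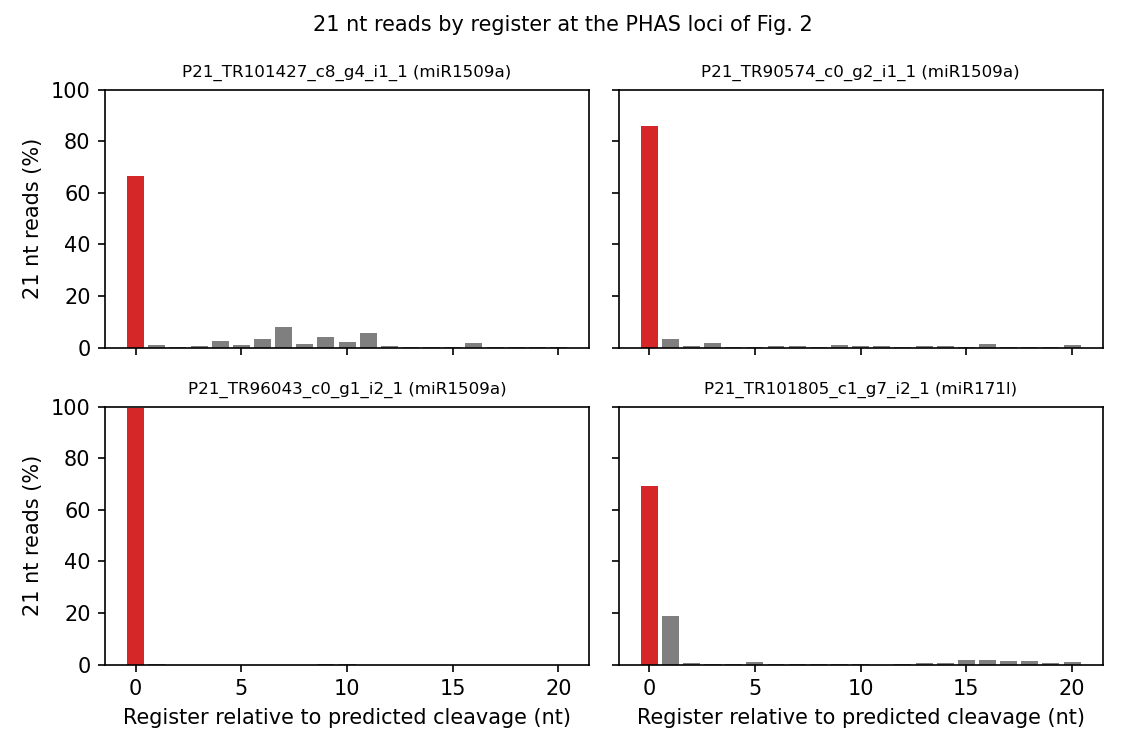
Share of the 21 nt reads in percent (vertical axes) in each of the 21 registers (horizontal axes, in nt from the predicted cleavage) at the PHAS loci of Fig. 2, 7 libraries pooled, 1 panel per locus. Register 0, the predicted cleavage (red bars), holds 66.5%, 85.9% and 99.4% of the reads at the miR1509a loci and 69.2% at the miR171l locus.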

Three of the miR1509 targeted PHAS loci are shown in Fig. 2a to c, where it is shown that miR1509a guides the generation of the phasiRNAs in these PHAS loci. Furthermore, from the degradome profile, we found that miR1509a induces the cleavage of these PHAS transcripts from the centers of its complementary sites (Fig. 2e to g). 

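P21_TR98014_c0_g2_i1_1 of Figure S1a, annotated in Table S3 as rRNA or repeats (positions 1 to 379), had a phase score of 21.3 (adjusted p = 0.000201), and 254 of 283 reads (89.8%, 95% Wilson interval 85.7 to 92.8) were in the register of the miR1509a site at positions 5 to 26. At P21_TR102165_c2_g3_i3_1 of Figure S1d, with a phase score of 55.1 (adjusted p = 0.000567), 77.3% of 9829 reads (76.5 to 78.1) were in the register of the miR1509a site at 21 to 42. P21_TR103058_c3_g1_i3_1 was not analysed here as a locus. The phasiRNA drawn for it, CTCTGTTTAAATAATTTGGTG, had 12.6 ± 5.12 RPTM (SD, n = 5) in root and 18.3 (M1) and 29.1 (M2-1) in whole plant. This sequence also matches 4 of the listed loci, among them P21_TR98014_c0_g2_i1_1 (positions 17 to 37) and P21_TR102165_c2_g3_i3_1 (33 to 53), so its 126 reads cannot be assigned to 1 locus. They are among the 254 reads in register at P21_TR98014_c0_g2_i1_1.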

Four more miR1509 triggered PHAS loci are shown in Additional file 2: Figure S1a to S1d. The degradome profile also clearly shows that miR1509 induces strong cleavages on these transcripts to initiate the production of phasiRNAs (Additional file 2: Figure S1e to S1h).

**Fig. 2:**
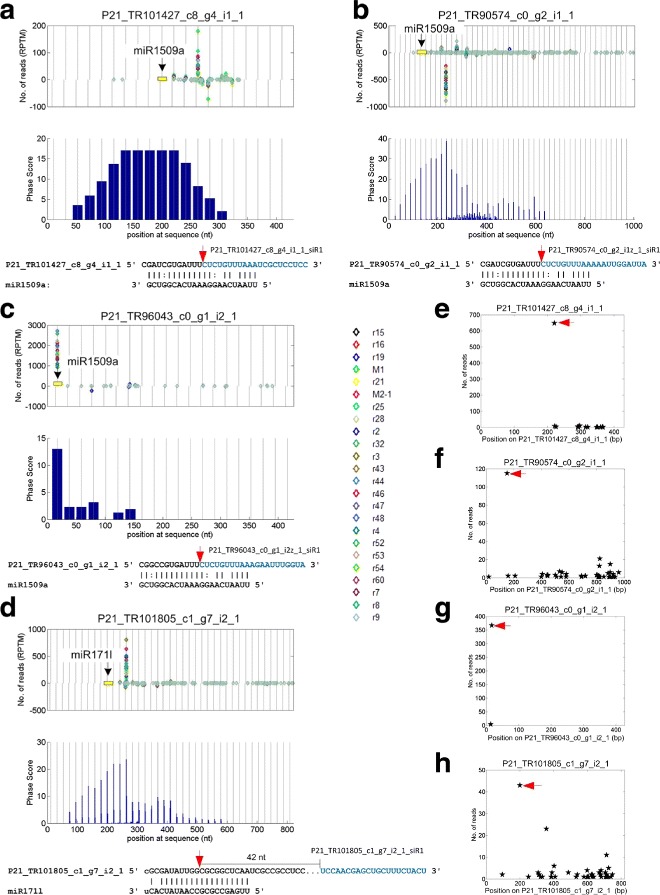
The distributions of sRNA and degradome reads, and phase scores of four 21 nt PHAS loci identified. From Part (**a**) to (**d**), the phased positions from the position with the highest phase scores of the PHAS loci were marked with the vertical gray lines. The miRNA complementary sites were marked as the yellow boxes in the read distribution panel. MiRNAs complement to the sense and anti-sense strand of the predicted PHAS loci were pointed by miRNAs from above and under zero read line, respectively. The predicted miRNA binding sites were illustrated under the panels of phase scores. **a** P21_TR101427_c8_g4_i1_1 that is targeted by miR1509a. **b** P21_TR90574_c0_g2_i1_1 that is targeted by miR1509a. **c** P21_TR96043_c0_g1_i2_1 that is targeted by miR1509a. **d** P21_TR101805_c1_g7_i2_1 that is targeted by miR171l. **e** to **h** are the distributions of degradome reads for PHAS loci in Part (**a**) to (**d**), respectively. In Part (**e**) to (**h**), the arrows correspond to the positions pointed by the arrows of the same colors in the lower panels of Part (**a**) to (**d**), respectively

miR171l, with 21 nt, triggers two PHAS loci from its conserved targets in the scarecrow-like transcription factor family (Additional file 1: Table S3). 

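The 21 nt sequence of miR171l drawn in Fig. 2d, TTGAGCCGCGCCAATATCACT, had 65 reads in the 7 libraries. Its abundance was 10.9 ± 3.05 RPTM (SD, n = 5) in root and 1.74 (M1) and 0.882 RPTM (M2-1), from 2 reads and 1 read, in whole plant, below the floor of 3 reads. One of the SCL loci, P21_TR101805_c1_g3_i2_1, had a phase score of 9.23 (adjusted p = 0.0338) with 1052 reads of 21 nt and passed in 1 single library. The site of miR171l on this locus lies outside the sequence used here, so its register was not tested.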

One of these two PHAS loci, P21_TR101805_c1_g7_i2_1, is shown in Fig. 2d. 

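P21_TR101805_c1_g7_i2_1 (positions 602 to 1422 of its transcript, protein coding) had a phase score of 28.4 (adjusted p = 0.00436) from 6858 reads of 21 nt, with 11 phased of 94 occupied positions in the window. It passed in each of the 7 libraries, with a phase score of 20.2 ± 3.14 (SD, n = 5) in the single root libraries. The paper's reported phase score is 23.6. The phasiRNA drawn in Fig. 2d, TCCAACGAGCTGCTTTCTACT, lies at positions 843 to 863 and had 11.6 ± 7.95 RPTM (SD, n = 5) in root.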

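The site of miR171l on P21_TR101805_c1_g7_i2_1 lies at positions 790 to 810 with 2 mismatches, and the first base after the cleavage is 801. Of 6856 reads of 21 nt within 10 cycles downstream, 4745 (69.2%, 95% Wilson interval 68.1 to 70.3) were in the register of this cleavage, the highest of the 21 registers.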

Together with the degradome profile (Fig. 2h), it is shown that miR171l triggers the generation of phasiRNAs from the center of its complementary site on P21_TR101805_c1_g7_i2_1.

More over, miR482 also triggers phasiRNAs by targeting an unknown gene and a hypothetical protein (Additional file 2: Figures S1i and S1j, respectively).

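The 22 nt sequence of MIR482f-5p drawn in Figure S1i, TCTTGCCAATTCCTCCCATTCC, had 135 ± 53.6 RPTM (SD, n = 5) in root and 77.6 (M1) and 222 RPTM (M2-1) in whole plant. At P21_TR103172_c2_g4_i3_1, an unknown gene with a phase score of 33.3 (adjusted p = 0.0423), its site lies at positions 25 to 46 with 1 mismatch. Of 51687 reads of 21 nt downstream of the cleavage, 47.0% (95% Wilson interval 46.6 to 47.5) were in its register, the highest of 21. P21_TR50674_c0_g1_i1_1, annotated as a hypothetical protein, had a phase score of 15.3 (adjusted p = 0.0132) with 1621 reads, and its site lies outside the sequence used here. P21_TR99547_c4_g1_i1_1, for which Table S3 also lists MIR482f-5p, had only 9 reads within 10 cycles of the cleavage, too few to place its register.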

The miRNA triggers for generation of phasiRNAs are mainly 22 nt, except the miR161, miR400, miR172 and miR390 with 21 nt (Table 1). miR161 and miR400 were only reported in *Arabidopsis* [26]. A previous study reported that miR171 with an additional 3’-U triggers production of phasiRNAs in the *hen1* mutant, however, miR171 with 21 nt could not trigger phasiRNA production in the wide type plant [37]. But our results suggest that miR171, with 21 nt, could also trigger the generation of phasiRNAs by targeting one of its conserved targets (TR101805 |c1_g7_i2) from the scarecrow-like (SCL) transcription factor family in *P. notoginseng* (Fig. 2d). 

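Reads of 20 to 23 nt that contain the 16 nt core GAGCCGCGCCAATATC of miR171l were counted in the 7 libraries. There were 71 such reads, 4 of 20 nt, 66 of 21 nt and 1 of 22 nt. With 1 mismatch allowed in the core, there were 772 reads of 20 distinct sequences, 6 of which had at least 10 reads over the 7 libraries. The most abundant over the pooled libraries was TTGAGCCGCGTCAATATCTCC with 383 reads, followed by TGATTGAGCCGTGCCAATATC with 222 reads. Of these, 189 and 93 were in M2-1, and only in r60 was the order reversed, with 26 and 62 reads.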

To exclude the possibility that miR171 may have longer isoforms, we carefully examined the reads in the small RNA profiles and found the miR171 have as many as 20 isoforms that target the P21_TR101805_c1_g7_i2_1 (Additional file 2: Figure S2). 

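The 22 nt read with the core of miR171l was 1 of 71 reads (1.41%, 95% Wilson interval 0.249 to 7.56), and it was found in the root library r19 only. It has the sequence of miR171l with 1 more base at the 3’ end, TTGAGCCGCGCCAATATCACTA. Without r19 the share is 0%. With 1 mismatch allowed in the core, 23 of 772 reads (2.98%, 1.99 to 4.43) were 22 nt long. Among these, TTGAGCCGTGCCAATATCACGT had 17 reads in 5 libraries, and its 21 nt form TTGAGCCGTGCCAATATCACG had 36 reads. Both pair with P21_TR101805_c1_g7_i2_1 with 1.5 mismatches and have the cleavage position of miR171l.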

But only four are highly expressed (Additional file 2: Figure S2), among which miR171b2-3p and miR171l have no 22 nt reads in the sequencing libraries, miR171f has a 22 nt read with less than 3 copies in most libraries, and miR171a2-3p targets a site 3 nt downstream of the miR171l site shown in Fig. 2d. Thus, miR171 members with 21 nt are the triggers for production of phasiRNAs from P21_TR101805_c1_g7_i2_1.

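The cleavage positions of the miR171 sequences on P21_TR101805_c1_g7_i2_1 were compared with the 21 nt reads. The sequence TGATTGAGCCGTGCCAATATC pairs with positions 793 to 813 with 1 mismatch, 3 nt downstream of the site of miR171l. Its register held 20 of 6856 reads (0.292%, 95% Wilson interval 0.189 to 0.450) and was 15 in rank of the 21 registers, whereas the register of the miR171l site held 69.2%. From the lengths and abundance of the isoforms and the position of this second site, the paper reasons that 21 nt members of miR171 trigger the phasiRNAs. It also cites the degradome profile at the miR171l site (Fig. 2h).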

**Table 1:** The miRNA triggers that are reported to target PHAS loci

miRNA	Length (nt)	PHAS Loci	Species	References
miR161.1/.2, miR400	21	PPR	*Arabidopsis*	[26]
miR171	21	SCL	*P. notoginseng*	[37] and this study
miR172	21	AP2	*Medicago*	[21]
miR173	22	TAS1/2	*Arabidopsis*	[17]
miR390	21	TAS3	land plants	[16, 17] and this study
miR828	22	TAS4	*Arabidopsis*, lotus	[23, 29]
miR828	22	MYB	apple, peach, lotus	[27–30]
miR1507, miR1515	22	DCL2	*Medicago*, soybean	[21]
miR2118, miR482, miR1507,	22	NB-LRR	legume, cotton, lotus,	[20, 21, 29, 31, 39, 40]
miR2109			tomato, *P. notoginseng*	and this study
miR2118, miR2275	22	lncRNAs	rice, maize	[3, 20, 24]
miR5754	22	Protein kinase	*Medicago*	[21]
miR7122, miR1509, miR173	22	PPR	eudicots	[21, 26, 28] and this study

### Twenty-four nt PHAS loci in *P. notoginseng*

In addition to 21 nt PHAS loci, we also found 90 PHAS loci (Additional file 1: Table S5) that generate over six hundred 24 nt phasiRNAs (Additional file 1: Table S6). Most of them, 66%, were unknown genes (Fig. 1b). 26 PHAS loci were from the protein coding genes (Fig. 1b). Three and four 24 nt PHAS loci are MIRNAs and rRNAs/repeats, respectively (Fig. 1b). 

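The loci of Fig. 3 were tested for 24 nt phasing with the sequences of Table S3, as Table S5 was not used here. Table S3 marks 7 loci as overlapping a 24 nt locus, and of each the first 399 nt were tested with 24 nt reads in windows of 10 cycles (480 positions on both strands, 20 of them phased). In the 7 libraries pooled, 3 of 7 loci passed the criteria with 24 nt reads, 6 passed with 21 nt reads and 2 passed with both. The number with 24 nt reads ranged from 0 to 4 when each library was left out in turn. With the same 24 nt reads, 4 of the 7 loci passed with cycles of 21 nt, 2 with 22 nt, 0 with 23 nt and 1 each with 25, 26 and 27 nt, and the loci had been listed for 21 nt phasing.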

Four 24 nt PHAS loci could also generate 21 nt phasiRNAs (Fig. 3). TR84332 |c10_g3_i1 in Fig. 3a is a Large Subunit rRNA (LSU-rRNA). 

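On TR84332_c10_g3_i1, Table S3 lists 4 loci. P21_TR84332_c10_g3_i1_3 (positions 3711 to 4848, tested to 4109) passed with both lengths, with a phase score of 31.6 (adjusted p = 0.0481) from 341745 reads of 24 nt and 34.2 (adjusted p = 0.0405) from 188803 reads of 21 nt. P21_TR84332_c10_g3_i1_2 (positions 1041 to 3663, tested to 1439) passed with 24 nt reads only, with a phase score of 7.09 (adjusted p = 0.0460). P21_TR84332_c10_g3_i1_1 and P21_TR84332_c10_g3_i1_4 passed with 21 nt reads only, with phase scores of 10.7 and 8.79. On the loci annotated as rRNA, 19.1% ± 3.93 (SD, n = 5) of the root reads of 18 to 30 nt were 21 nt long and 13.0% ± 1.68 were 24 nt long, and 96.1% came from 1 strand.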

In previous studies, we also found that rRNAs could produce both 21 nt and 24 nt phasiRNAs in lotus and pineapple [29, 38], suggesting that it is a conserved pathway to generate phasiRNAs, both 21 and 24 nt, from rRNAs. Two of the other three PHAS loci that produce 21 nt as well as 24 nt phasiRNAs were repeats (Fig. 3b and d). 

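P21_TR99765_c4_g4_i1_1 of Fig. 3b (positions 690 to 1343, tested to 1088) passed with both lengths, with a phase score of 7.02 (adjusted p = 0.0263) from 1356 reads of 24 nt and 5.15 (adjusted p = 0.0454) from 3613 reads of 21 nt. P21_TR102892_c15_g7_i6_1 of Fig. 3d (positions 284 to 1226, tested to 682) passed with 21 nt reads, with a phase score of 7.06 (adjusted p = 0.0328). With 5286 reads of 24 nt its phase score was 3.23 (adjusted p = 0.0543), below the criterion of 5.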

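P21_TR101687_c11_g5_i1_1 (positions 143 to 1056, tested to 541) had a phase score of 6.95 (adjusted p = 0.00446) from 21803 reads of 21 nt and passed. Its 4624 reads of 24 nt gave a phase score of 3.08 (adjusted p = 0.0460), below the criterion of 5.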

An unknown gene also produces both 21 and 24 nt phasiRNAs (Fig. 3c).

**Fig. 3:**
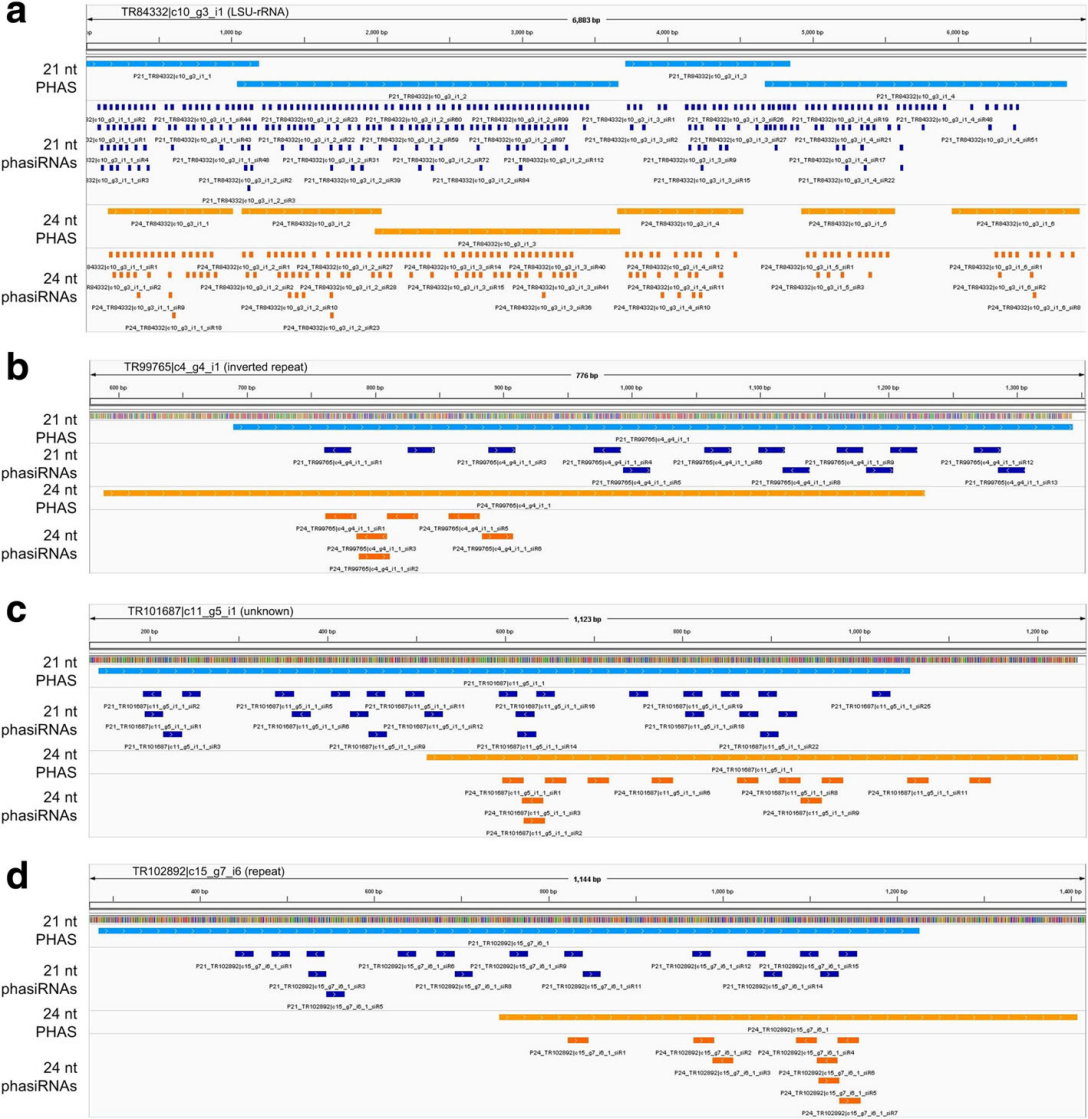
Four identified loci that produce both 21 and 24 nt phasiRNAs in *P. notoginseng*. The 21 nt PHAS/phasiRNAs and 24 nt PHAS/phasiRNAs are shown in blue and orange lanes, respectively. **a** TR84332 |c10_g3_i1, a Large Subunit rRNA (LSU-rRNA). **b** TR99765 |c4_g4_i1, an inverted repeat. **c** TR101687 |c11_g5_i1, an unknown gene. **d** TR102892 |c15_g7_i6, a repeat

### PhasiRNA targets in *P. notoginseng*

We used the SeqTar algorithm [36] to identify targets of phasiRNAs by using a degradome profile of the *P. notoginseng* root. By keeping targets with at least 1 valid degradome read and have less than 4 mismatches, we found 5062 targets for 1699 twenty one nt phasiRNAs (Additional file 1: Table S7). In addition to 98 *cis*-targets, 4964 of these 5062 targets are *trans*-targets (Additional file 1: Table S7).

Some of the identified phasiRNA targets were shown in Fig. 4. 

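The phasiRNA P21_TR102758_c4_g2_i1_1_siR6, TTAAACAGAGAGACAACAGTT, lies on the anti-sense strand of its locus at positions 569 to 589 and was read in each of the 7 libraries, with 1139 ± 310 RPTM (SD, n = 5) in root and 1517 (M1) and 1621 RPTM (M2-1) in whole plant. It also matches the anti-sense strand of another PPR locus, P21_TR99526_c0_g7_i1_1, at positions 54 to 74. Its locus had a phase score of 35.3 (adjusted p = 0.0128) and passed in all 7 libraries. When only reads that match 1 locus were counted, the phase score was 4.99, below the criterion of 5. The phasiRNA has 0 mismatches to the site drawn in Fig. 4a, where the 22 nt small RNA near miR1509a has 3 and miR1509a has 6.5 over the same 21 nt.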

As in Fig. 4a, a phasiRNA produced from a PPR loci, P21_TR102758_c4_g2_i1_1_siR6, targets another PPR gene (TR99526 |c0_g8_i1) (Additional file 1: Table S3 and Table S7). 

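P21_TR102892_c15_g4_i1_1_siR18, TCATCTATTAGTTTGTCCTTA, had 130 ± 54.0 RPTM (SD, n = 5) in root and 98.6 (M1) and 190 RPTM (M2-1) in whole plant. P21_TR86043_c0_g1_i1_1_siR19, TTTATCACCCGAAACACCTCC, had 17 reads in all, found in 5 of the 7 libraries. It had 1.58 ± 1.57 RPTM (SD, n = 5) in root, a mean below the floor of 3 reads, with 4 reads in r15 and none in r19 and r60. In whole plant it had 4.36 (M1) and 2.65 RPTM (M2-1), from 5 and 3 reads. The loci had phase scores of 18.5 (adjusted p = 0.0252, P21_TR102892_c15_g4_i1_1) and 44.8 (adjusted p = 0.0266, P21_TR86043_c0_g1_i1_1), and both passed in each of the 7 libraries.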

Two phasiRNAs, P21_TR102892_c15_g4_i1_1_siR18 and P21_TR86043_c0_g1_i1_1_siR19, produced from two unknown genes targets two different PPR genes, TR103191 |c10_g7_i6 and TR102616 |c0_g2_i2, respectively (Fig. 4b and c). Both the degradome profile and our RLM 5’-RACE experiments verified that the three phasiRNAs target their PPR genes in *P. notoginseng* (Fig. 4a to c). P21_TR102892_c15_g4_i1_1 is targeted by miR1509 (Additional file 1: Table S3). It has been reported previously that miR1509 target TASL genes to produce 21 nt phasiRNAs that subsequently target PPR genes [28]. We thus guess that TR102892_c15_g4_i1 might be a TASL gene.

**Fig. 4:**
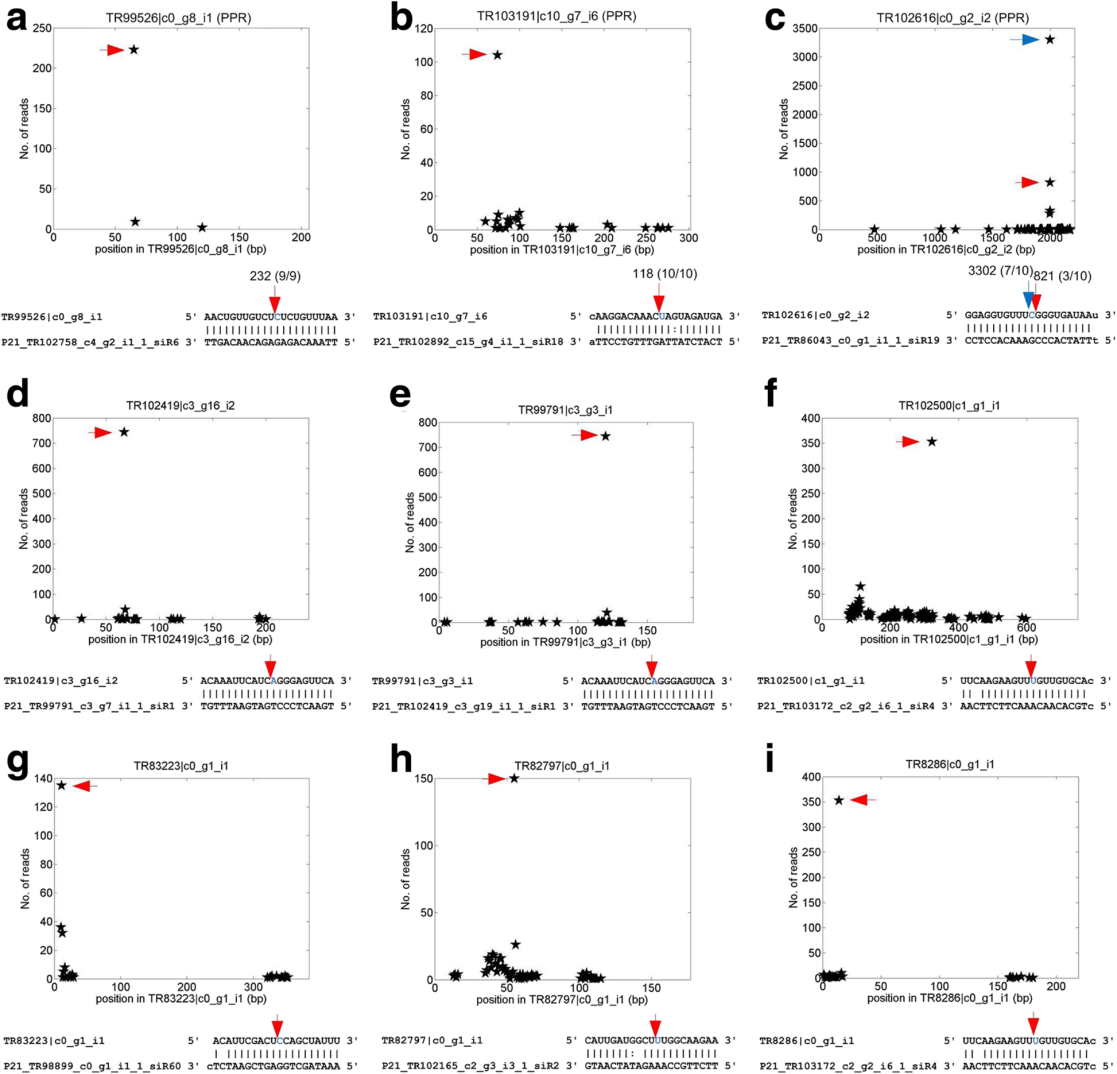
Identified targets of 21 nt phasiRNAs in *P. notoginseng*. The arrows in the upper panels correspond to the positions pointed by the arrows of the same colors in the lower panels. In Part (**a**) to (**c**), the numbers above the red arrows indicate the number of degradome reads from the position and the numbers in the parenthesis are the cleavage frequencies determined by the RLM 5’-RACE experiments. **a** TR99526 |c0_g8_i1, a putative PPR gene, targeted by P21_TR102758_c4_g2_i1_1_siR6. **b** TR103191 |c10_g7_i6, a putative PPR gene, P21_TR102892_c15_g4_i1_1_siR18. **c** TR102616 |c0_g2_i2, a putative PPR gene, P21_TR86043_c0_g1_i1_1_siR19. **d** TR102419 |c3_g16_i2, an unknown gene, targeted by P21_TR99791_c3_g7_i1_1_siR1. **e** TR8286 |c0_g1_i1, a putative ribosomal protein like gene, targeted by P21_TR103172_c2_g2_i6_1_siR4. **f** TR102500 |c1_g1_i1, a putative 60S ribosomal protein, targeted by P21_TR103172_c2_g2_i6_1_siR4. **g** TR83223 |c0_g1_i1, a putative heat shock protein like gene, targeted by P21_TR98899_c0_g1_i1_1_siR60. **h** TR82797 |c0_g1_i1, 60S putative ribosomal protein, targeted by P21_TR102165_c2_g3_i3_1_siR2. **i** TR102419 |c3_g16_i2, an unknown gene, targeted by P21_TR99791_c3_g7_i1_1_siR1

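The phasiRNAs drawn in Fig. 4 for these targets differed in abundance. P21_TR98899_c0_g1_i1_1_siR60, AAATAGCTGGAGTCGAATCTC, had 60.0 ± 30.4 RPTM (SD, n = 5) in root and 57.6 (M1) and 52.9 RPTM (M2-1) in whole plant. P21_TR103172_c2_g2_i6_1_siR4, CTGCACAACAAACTTCTTCAA, had 10.2 ± 4.68 RPTM (SD, n = 5) in root. P21_TR102165_c2_g3_i3_1_siR2, TTCTTGCCAAAGATATCAATG, had 15 reads in all, with 1 to 3 reads in each library, at or below the floor.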

TR102419 |c3_g16_i2 (an unknown gene), TR99791 |c3_g3_i1 (a PPR gene), TR102500 |c1_g1_i1 (a ribosomal protein), TR83223 |c0_g1_i1 (a heat shock protein), TR82797 |c0_g1_i1 (ubiquitin-60S ribosomal protein) and TR8286 |c0_g1_i1 (a ribosomal protein) are also identified as targets of different phasiRNAs (Fig. 4d to i). 

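The shared phasiRNA of Fig. 4d and e, TGAACTCCCTGATGAATTTGT, matches the anti-sense strand of P21_TR102419_c3_g19_i1_1 at positions 7 to 27 and that of P21_TR99791_c3_g7_i1_1 at positions 101 to 121. It had 229 ± 44.4 RPTM (SD, n = 5) in root and 209 (M1) and 312 RPTM (M2-1) in whole plant, and its reads cannot be assigned to 1 of the loci. P21_TR102419_c3_g19_i1_1 had a phase score of 12.8 (adjusted p = 0.00671). P21_TR99791_c3_g7_i1_1 had a phase score of 4.90 (adjusted p = 0.0135) in the pooled libraries, below the criterion of 5, but passed in each of the 7 single libraries, with a phase score of 10.6 ± 3.43 (SD, n = 5) in the root libraries. Only 1 of its 3756 reads of 21 nt matches no other listed locus, so this phasing rests on shared reads.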

Interestingly, TR102419 |c3_g16_i2 and TR99791 |c3_g3_i1 produce the same phasiRNA and may form a mutual regulation loop or self-regulation loops through phasiRNAs (Fig. 4d and e).

In soybean and *Medicago truncatula*, miR1509 indirectly initiates the generation of phasiRNAs from PPR genes by one or two-layers of TASL-tasiRNA interactions [28]. In comparison, our results suggest that in addition to miR1509/TASL/PPR pathway, some PPR genes not triggered by miR1509 could also generate phasiRNAs to repress other PPRs in *P. notoginseng*. 

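Table S3 annotates 9 of the loci used here as PPR genes, and all 9 passed the phase criteria with phase scores from 6.31 to 43.8 and 1291 to 14491 reads of 21 nt. Some of the 9 loci share most reads with other listed loci, so they are not independent. In M1, 47 of 1991 reads at P21_TR99526_c0_g7_i1_1 and 5 of 221 at P21_TR83397_c0_g1_i1_1 matched no other listed locus. At P21_TR98670_c1_g5_i1_1 and P21_TR101085_c3_g7_i1_1 all 147 and 291 reads did so. With only reads that match 1 locus, P21_TR102758_c4_g2_i1_1 scored 4.99, below the criterion of 5. The sequence of miR1509a had at least 6 mismatches to each of the 9 loci, so 0 of the 9 had a site with less than 4 mismatches in the sequence used here. The 22 nt small RNA near miR1509a had 3 mismatches at 2 of the 9 loci. At P21_TR99526_c0_g7_i1_1, 1304 of 1761 reads (74.0%) downstream of that site (positions 53 to 74) were in its register, the highest of 21. P21_TR102758_c4_g2_i1_1_siR6 matches the anti-sense strand at 54 to 74, and the best site of miR1509a, with 6.5 mismatches, also lies at 53 to 74 with the same register, so the register does not tell these small RNAs apart. At P21_TR102758_c4_g2_i1_1 only 9 reads lay downstream of the site of the 22 nt small RNA. From phasiRNA targets identified with the degradome profile and RLM 5’-RACE, the paper proposes that PPR loci without a miR1509 trigger also make phasiRNAs that act on other PPR genes.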

Presumably, these PPR PHAS loci are triggered by other unknown miRNAs or siRNAs.

One hundred twenty-nine targets of sixty one 24 nt phasiRNAs were also identified and filtered with the same criteria as those for the 21 nt phasiRNAs (Additional file 1: Table S8). Thirteen and 116 of these targets are *cis*- and *trans*-targets, respectively. But base on the degradome, only a few 24 nt phasiRNAs induce clear cleavage on the targets (Additional file 1: Table S8), suggesting these 24 nt phasiRNAs might function in other means than cleaving targets in *trans*, as noticed previously [20].

## Conclusion

We found 204 and 90 PHAS loci that generate 21 and 24 nt phasiRNAs, respectively, in *P. notoginseng*. We found that some 21 nt phasiRNAs generated from PPR genes could target other PPRs in *trans* (see the green line in Fig. 5a), indicating that some of the 21 nt phasiRNAs are functional. Furthermore, although most miRNA triggers of PHAS are 22 nt (Table 1), we demonstrated that miR171, with 21 nt, triggers the generation of phasiRNAs from its conserved SCL targets in wide type *P. notoginseng* (Fig. 5b). This result is different from previously report that an edited miR171 with 22 nt could trigger phasiRNAs in a mutant plant [37]. These results provide the first set of PHAS loci and phasiRNAs in *P. notoginseng*, and enhance our understanding of PHAS in plants.

**Fig. 5:**
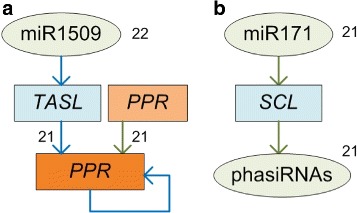
The new phasiRNA generation pathways identified in this study. Blue lines represent pathways reported in previous studies. Green lines represent pathways identified in this study. **a** The miR1509/TASL/PPR phasiRNA generation pathway. As reported previously [28], miR1509, with 22 nt, triggers the generation of phasiRNAs by targeting TASL transcripts, then phasiRNAs originated from the TASL transcripts target PPR genes. Here we found that some phasiRNAs derived from PPR genes could target other PPR genes in *trans*. **b** The miR171/SCL phasiRNA generation pathway

## Additional files

Additional file 1 Supplementary Tables. This is an MS Excel file with multiple sheets. This file includes 8 supplementary tables.

Additional file 2 Supplementary Figures. This is a pdf file. This file includes 2 supplementary figures.

# Supplementary material for: Phased secondary small interfering RNAs in Panaxnotoginseng
**Source:** BMC Genomics. 2018 Jan 19;19(Suppl 1):41. doi: 10.1186/s12864-017-4331-0
**Supplement:** Supplementary file 2 — Supplementary Figures. This is a pdf file. This file includes 2 supplementary figures.

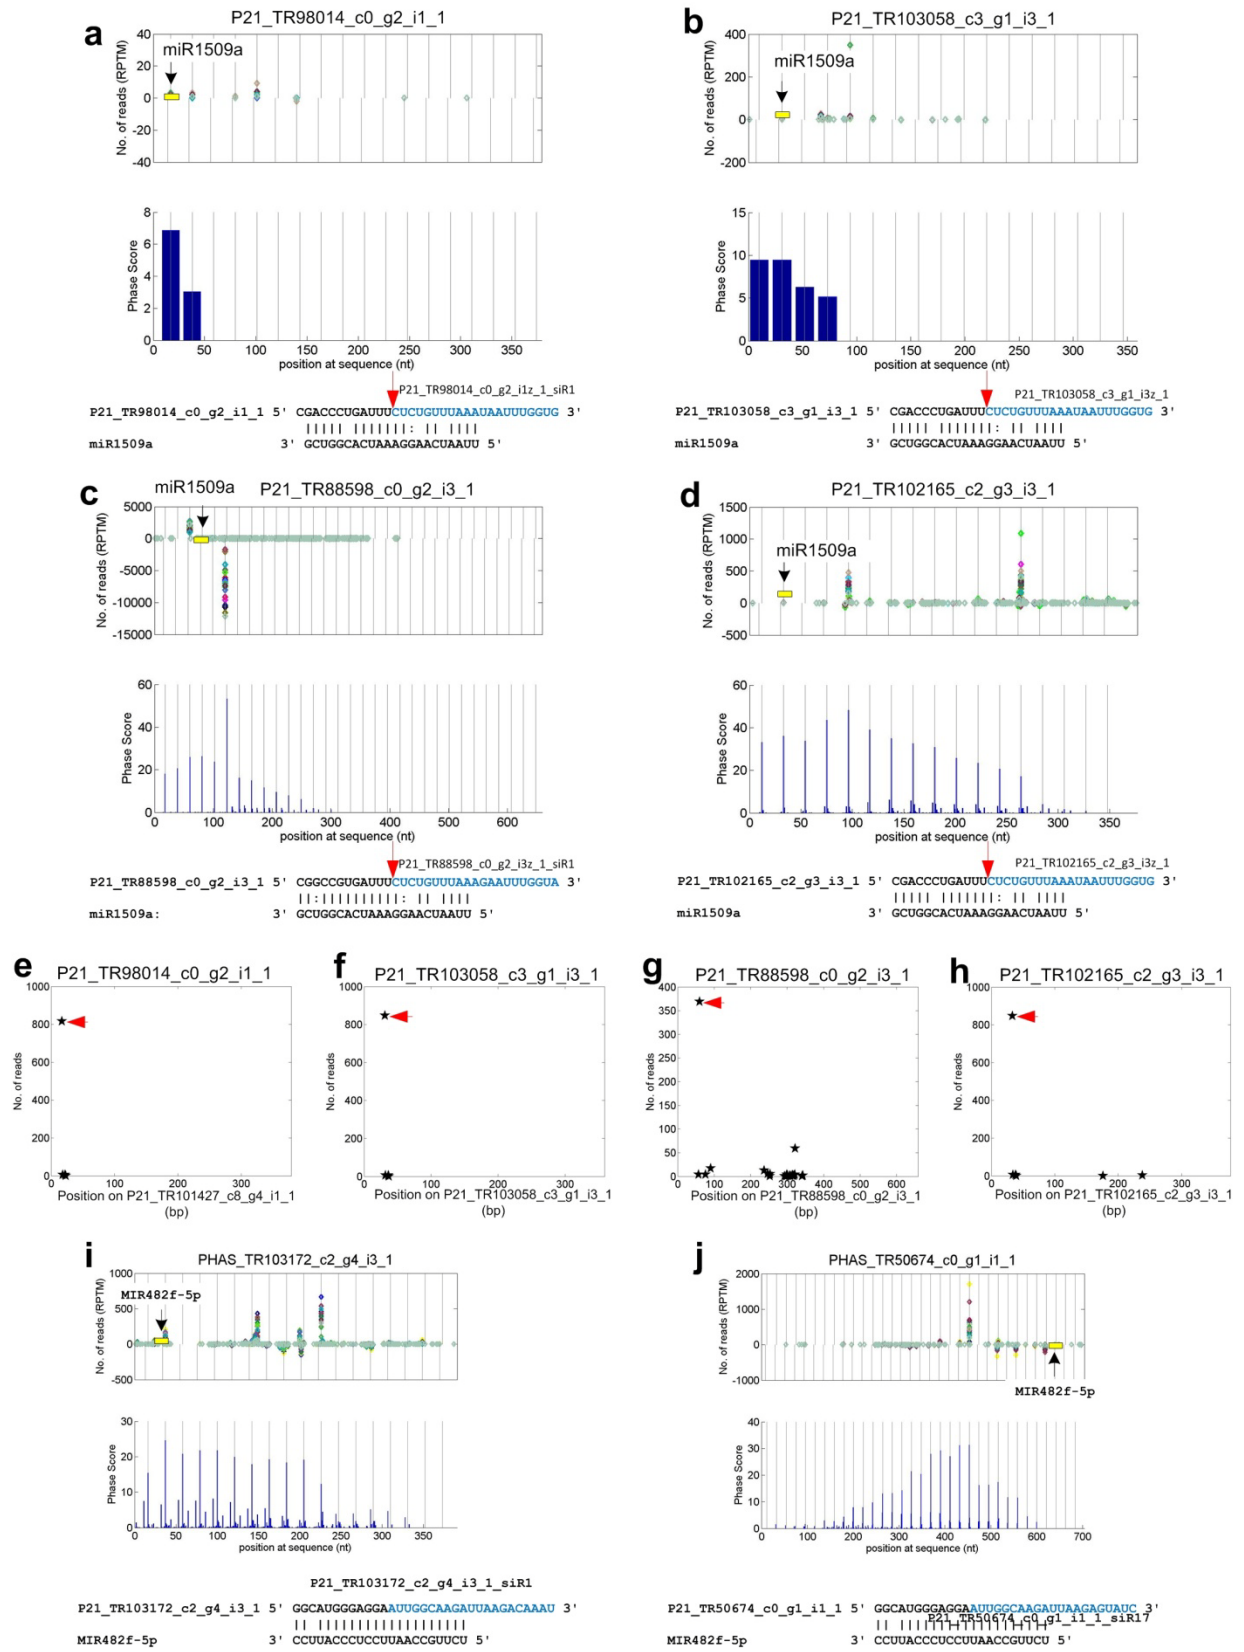

Figure S1. The small RNA read distributions, degradome read distributions and phase scores of some predicted 21 nt PHAS loci. From Part (a) to (d) and (i) to (j), the vertical gray lines with distances of 21 nt

are the phased positions from the position with highest phase scores of the PHAS loci. The yellow boxes in the read distribution panel represent the miRNA complementary sites. Sites pointed by miRNAs from above and under zero read line means miRNAs complement to the plus and minus strand of the predicted PHAS loci, respectively. The predicted miRNA complementary sites are shown below the phase score panel. The red arrows (a) P21\_TR98014\_c0\_g2\_i1\_1 that is targeted by miR1509a. (b) P21\_TR103058\_c3\_g1\_i3\_1 that is targeted by miR1509a. (c) P21\_TR98014\_c0\_g2\_i1\_1 that is targeted by miR1509a. (d) P21\_TR102165\_c2\_g3\_i3\_1 that is targeted by miR171l. (e) to (h) are the distribution of degradome reads for PHAS loci in Part (a) to (d), respectively. In Part (e) to (h), the arrows correspond to the positions pointed by the arrows of the same colors in the lower panels of Part (a) to (d), respectively. (i) P21\_TR103172\_c2\_g4\_i3\_1 that is targeted by MIR482f-5p. (j) P21\_TR50674\_c0\_g1\_i1\_1 that is targeted by MIR482f-5p.

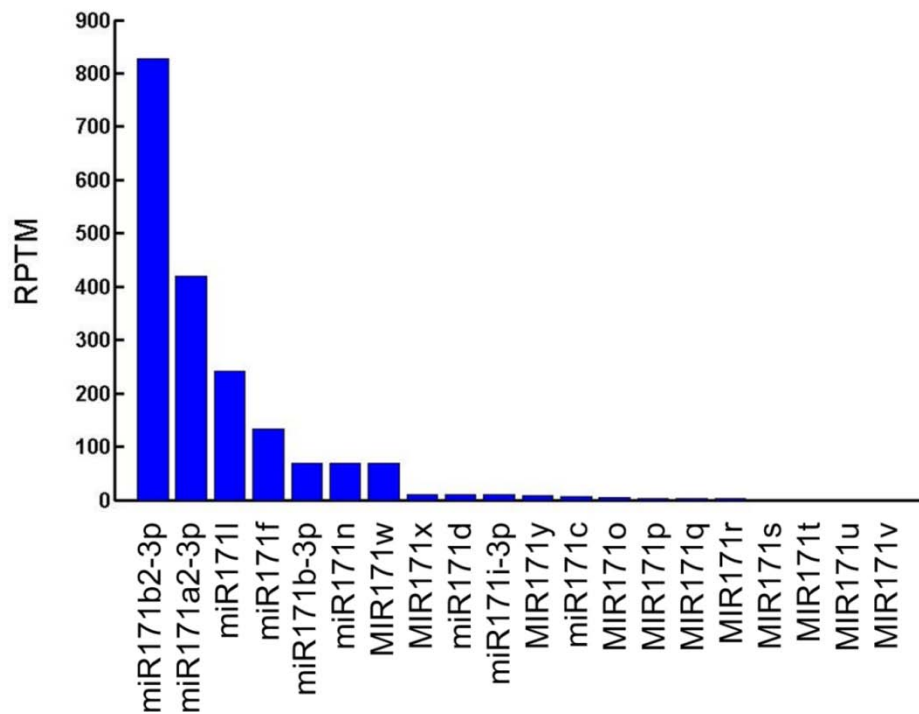

Figure S2. The summed normalized abundance (RPTM, Reads Per Ten Million sequencing tags) of miR171 isoforms.

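In this unit, the number of reads of an isoform in a library is divided by all reads of that library and multiplied by 10000000. In the 7 libraries used here, TTGAGCCGCGTCAATATCTCC had 29.7 ± 21.7 RPTM (SD, n = 5) in root and TGATTGAGCCGTGCCAATATC had 21.9 ± 21.5 RPTM, next to 10.9 ± 3.05 RPTM for miR171l. The mean of TGATTGAGCCGTGCCAATATC rests mostly on r52 and r60, with 38 and 62 reads against 16 and 16 of miR171l. In r15, r19 and r3 it had 6, 5 and 14 reads against 9, 12 and 9. In whole plant, TTGAGCCGCGTCAATATCTCC had 21.8 (M1) and 167 RPTM (M2-1), and TGATTGAGCCGTGCCAATATC had 3.49 (M1) and 82.1 RPTM (M2-1).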

How the deposited data were processed for this re-analysis (not part of the article)

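Small RNAs of 5 root and 2 whole plant samples of *P. notoginseng* were sequenced on an Illumina HiSeq sequencer. The authors collapsed each library to its unique sequences and deposited the raw read counts of each sequence, without alignment and without normalization. The sequences are 18 to 44 nt long. The paper's text does not name the tool that removed the adapters or the limits on read length. The libraries had 11312696 to 11463527 reads, so that 3 reads, taken as the smallest abundance the depth can show, are 2.62 to 2.65 RPTM (reads per 10000000 reads). Reads are not independent molecules, and 95% Wilson intervals and floors cover counting error only.

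Libraries were grouped by their sample labels. Read totals and phasiRNA counts were checked against Tables S1 and S4. By their totals, M1 and r52 stand under names of the other tissue in Table S1. In Table S4 the counts of M1, M2-1 and r52 are those of the columns r19, r1 and r2-1. No library was a copy of another, since over the 21 pairs of libraries the chi-square per degree of freedom was 35.8 to 330.

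Table S3 was used for 201 loci, 87 with the whole sequence and 114 with the first 399 nt, and Table S4 for 845 phasiRNAs whose sequence could be read from those loci. Sequences of miR1509a, miR171l, MIR482f-5p and the phasiRNAs named in the paper were read from Fig. 2, Fig. 4 and Figure S1. Reads were matched to both strands without mismatches and counted at every locus they match. Phasing used reads of 21 nt, windows of 10 cycles, an offset of 2 nt for the anti-sense strand, a hypergeometric p over 420 positions with 20 phased, and the phase score of the paper from mean RPTM. For each locus the window with the highest phase score among those with a p under 0.05 was kept, the p-values were adjusted by the Benjamini-Hochberg method over the loci, and a locus passed with a phase score of 5 or more and an adjusted p under 0.05. The same steps were run with 24 nt reads, with 480 positions, on the 7 loci that Table S3 marks as overlapping a 24 nt locus. Complementary sites of the miRNAs were searched on both strands, with 0.5 mismatches for a G:U pair, and the register of the cleavage between miRNA positions 10 and 11 was ranked among 21 registers, with a one-sided exact binomial test over loci. The miR171 reads were those of 20 to 23 nt with a 16 nt core.

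The share of 21 nt and 24 nt reads was compared between root and whole plant with a two-sided exact permutation test. The 21 nt reads per locus were compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with all reads of the library as library size, Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 was an alternative. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data, the phasing found 100 of 100 phased loci with the register at 100 of 100, and passed 7 of 100 loci with random positions. With 40 of 201 loci changed by 4-fold, edgeR found 40 of 40, with 1 false call among 161 unchanged loci. The simulated counts had 1 fixed, low dispersion, and only loci with more reads were changed. Real loci could differ far more between libraries of 1 label. P21_TR67987_c0_g1_i1_1 had 3 reads in M1 and 42420 in M2-1. The simulation therefore does not show that 4-fold changes would be found in the real libraries.

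Loci, phasiRNAs and miRNAs were named if the text, a figure or a legend of the paper names them and their sequence was at hand. Some loci named only in Table S3 were also named, for a trigger or annotation that the text describes. Examples are P21_TR99547_c4_g1_i1_1, P21_TR94033_c0_g1_i4_1, P21_TR96289_c1_g1_i1_1 and P21_TR46829_c0_g1_i1_1. For the comparison of root with whole plant, up to 5 loci in each direction with an adjusted p under 0.05 were to be named if all libraries of 1 group were above all of the other. Alternatives covered mismatches, the minimum of reads per position, raw counts, the population of the hypergeometric test, whole sequences only, reads that match 1 locus, a phase score of 10, unique sequences, the total of Table S1, TMM normalization, the filter on low counts and leaving out each library in turn. A minimum of 1 RPTM per position and the root means without the library r52, whose tissue differs between its label and Table S1, were added after seeing the data. So were the sequence of the 22 nt small RNA near miR1509a and the miR171 sequences other than miR171l.

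The degradome, the 17 profiles of the SRA database, Tables S5 to S8, the RLM 5’-RACE experiments and the sites of miR390 and miR2118 were not analysed here. The positions beyond the first 399 nt of 114 loci were not tested, and loci outside Table S3 were not searched for, as no transcriptome or genome sequence was used.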

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

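The test of whether a mislabelled library explains the root libraries that stood apart, and the comparison of the 22 nt small RNA with the site of Fig. 4a, were chosen only after the results were seen. The small RNA itself was found by a search for reads near miR1509a.

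In 3 of 34 measures, 1 of the 5 root libraries stood apart from the other 4, where 1.7 are expected by chance. The share of 21 nt reads on PHAS loci was 15.3% in r60 and 19.1% to 20.6% in the other root libraries. The phasiRNA P21_TR50674_c0_g1_i1_1_siR17 had 39.5 RPTM in r3, from 45 reads, and 3.51 to 10.5 RPTM in the others. The phasiRNA P21_TR102165_c2_g3_i3_1_siR2 had 0.879 RPTM in r3, which is 1 read against 2 reads in each of the others, a difference that this depth cannot show. A mislabelled sample was tested as an explanation, since Table S1 gives the read total of the library labelled r52 under a whole plant name. The library r52 stood apart in 0 of the 34 measures, but which libraries stood apart was known when this was tested, so it settles nothing. M1, whose total stands under a root name in Table S1, had a share of 15.3% of 21 nt reads on PHAS loci, close to that of r60, so the share in r60 cannot be told apart from an effect of the naming of the libraries. Library size differed little, from 11312696 to 11463527 reads. Differences between plants and between sequencing batches were not tested, since the labels give neither, and no biological explanation was tested.

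A 22 nt small RNA that the paper does not discuss, TTAAACAGAGAAATCACGGTTG, had 13554 ± 3457 RPTM (SD, n = 5) in root and 14066 (M1) and 30877 RPTM (M2-1) in whole plant, while miR1509a as drawn in Fig. 2 had 0 reads. It has 4 differences from miR1509a. At 13 of 13 sites it pairs with fewer mismatches than miR1509a, 1 to 3 against 2.5 to 3.5, and at 13 of 13 it would cleave at the same position. One technical explanation is that the small RNA is itself cut from the listed PHAS loci, but its sequence was found in 0 of the 201 loci as far as they were given. Another is that any abundant small RNA would pair with as many of the sites. Among 984 small RNAs of 20 to 24 nt with at least 200 reads in each library, 0 others paired with at least 7 of the 13 sites with at most 3 mismatches, and none of these others paired with any of them. The sites were defined by miR1509a and this small RNA was picked for its likeness to miR1509a, so this count was largely fixed in advance and does not rule the explanation out. The sites belong to related loci, so they are not independent. A variant of miR1509a in these plants, an error in the drawn sequence and a separate small RNA could not be told apart, since no genome was used. As a hypothesis, this small RNA may be a trigger at these loci, alone or beside miR1509a. That was not tested against degradome reads.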

How the results depend on the processing

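The setting with at least 1 RPTM per position and the root means without the library r52 were chosen only after the results were seen, and the other alternatives before the data were examined.

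For 49 results there were 436 values under alternatives. Of these, 380 kept their direction and side of the threshold or stayed within the spread of the main value, 54 moved and 2 reversed. The cause was not tested for any value that moved unless it is given.

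Of the listed PHAS loci, 77.6% passed the phase criteria. This was 63.2% with only loci given whole, 55.2% with only reads that match 1 locus, 57.7% with a phase score of at least 10 and 62.7% with a mean of at least 1 RPTM per position. It was 72.6% to 79.6% when each library was left out in turn. With up to 1 mismatch, at least 2 reads per position, raw counts, or 210 positions and 10 phased, 161, 159, 156 and 166 loci passed, against 156.

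Of the listed phasiRNAs, 99.5% were detected, 98.7% with at least 2 reads, 86.2% with at least 10 reads and 98.5% to 99.5% when each library was left out. In root, 21 nt reads were 20.6% and 24 nt reads 34.9% of all reads but 12.1% and 51.6% of unique sequences. The difference in 21 nt share between root and whole plant was -2.52 percentage points with reads and reversed to 0.610 with unique sequences. With reads it was from -2.95 to -1.62 when each library was left out. The difference in 24 nt share, -3.68, was -7.50 without M1 and 0.147 without M2-1, and from -5.12 to -1.91 when each root library was left out. With 2 whole plant libraries the exact test cannot give a p under 0.0476. Whether the number of libraries or the spread between them limits both comparisons was not tested.

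The share of 21 nt reads on PHAS loci in root, 18.9%, was 22.2% with up to 1 mismatch, 14.8% with only reads that match 1 locus and 13.3% without the loci annotated as rRNA or repeats. It was 18.5% to 19.8% when each root library was left out.

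The register of the predicted cleavage had the most reads at 13 of 16 loci, and at 10 of 13 when loci that share their most abundant read were counted once. It was 6 of 16 when positions within 1 nt of the register were also counted, since the 2 neighbouring registers then hold the same reads. The share of 22 nt reads among miR171 reads, 1.41%, was 0% to 1.85% when each library was left out, with 0% without r19, the library that holds the only such read. The depth of 71 reads limits this share.

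With 24 nt reads, 3 of 7 loci of Fig. 3 passed, and 0 to 4 when each library was left out. Between root and whole plant by label, 0 loci differed with edgeR, where 9 loci had an unadjusted p under 0.05. With DESeq2 and its size factors 1 of 188 loci differed. With TMM normalization, with only reads that match 1 locus and without each root library, 0 loci differed, and 9, 3 and 2 to 17 had an unadjusted p under 0.05. The filter on low counts had kept all 201 loci, so leaving it out repeated the main result and shows no stability. Leaving out a whole plant library leaves 1, so this was not run as a test.

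For 35 other results with 306 values, 37 moved, of which 31 are phase scores, 3 sense shares and 3 shares of 21 nt reads. Leaving out 1 of 5 root libraries cannot move a root mean by more than the spread between them, so the root means without a library, r52 included, show neither stability nor whether the tissue of r52 matters. The totals of Table S1 are close to those used, the furthest being r3 with 11086533 against 11381301 reads. Rescaling by them could therefore not move an abundance beyond that spread either. With up to 1 nt missing or added at the 3’ end, miR171l (11.8 RPTM) and MIR482f-5p (137 RPTM) stayed within that spread in root, and miR1509a had 0 reads.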

Differences from the paper's values

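The setting with a mean of at least 1 RPTM per position was chosen after seeing the values, and the other alternatives were set before the data were examined. A gap is called closed when the values are within 1.5 times of each other or differ by no more than the SD of the single root libraries, so a closed gap does not mean equal values.

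The phase scores here come from 7 libraries and, for most loci, from the first 399 nt. At each locus named below that scored higher here, the kept window also had more occupied positions than the paper gives. Examples are 68 against 8 at P21_TR96043_c0_g1_i2_1 and 194 against 40 at P21_TR90574_c0_g2_i1_1. Fewer libraries do not by themselves account for more positions, and the cause was not tested. For P21_TR101427_c8_g4_i1_1 the phase score was 33.4 against the paper's 17.1. With at least 2 reads per position it was 24.4, and with a mean of at least 1 RPTM, chosen after seeing the values, it was 24.8, both of which closed the gap. For P21_TR90574_c0_g2_i1_1 it was 70.0 against the paper's 38.7. It was 56.8 with at least 2 reads and 57.8 with a mean of at least 1 RPTM, chosen after seeing the values, and both closed the gap. For P21_TR91608_c0_g1_i1_1 it was 25.5 against the paper's 7.33. It was 12.6 with at least 2 reads, which closed the gap only because the SD of the single root libraries was 5.36, and 7.53 with a mean of at least 1 RPTM, chosen after seeing the values, which also closed it. For P21_TR94033_c0_g1_i4_1 it was 19.9 against the paper's 6.09. It was 7.72 with at least 2 reads and 8.05 with a mean of at least 1 RPTM, chosen after seeing the values, and both closed the gap. For these 4 loci none of the other alternatives set before the data were examined closed the gap.

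For P21_TR96289_c1_g1_i1_1 the phase score was 14.3 against the paper's 5.37. None of the alternatives set before the data were examined closed the gap, and a mean of at least 1 RPTM, chosen after seeing the values, closed it with 4.17, which is below the criterion of 5. For P21_TR96043_c0_g1_i2_1 the phase score was 74.7 against the paper's 12.9, for P21_TR91608_c0_g1_i3_1 it was 14.0 against the paper's 7.04, and for P21_TR102758_c4_g2_i1_1 it was 35.3 against the paper's 10.5. For these 3 loci no alternative closed the gap, whether set before the data were examined or chosen after seeing the values.

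Over the 201 listed loci, the phase score was within 1.5 times that of Table S3 at 53 loci, higher by more at 97 and lower by more at 51, where 13 loci that had no window with a p under 0.05 count as lower. The loci compared above all scored higher. Other named loci scored lower, such as P21_TR102892_c15_g4_i1_1 (18.5 against 41.6) and P21_TR50674_c0_g1_i1_1 (15.3 against 31.4). P21_TR95402_c0_g1_i1_1 (2.87 against 9.88) and P21_TR46829_c0_g1_i1_1 (2.71 against 5.38) also did.

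The paper states that miR171l has no 22 nt reads in the libraries, and 1 read of 22 nt with the sequence of miR171l and 1 more base was found in r19. The text and Fig. 2d give miR171l as the trigger at P21_TR101805_c1_g7_i2_1, while Table S3 lists miR171a2-3p for this locus. The paper places the site of miR171a2-3p 3 nt downstream of that of miR171l, and the register 3 nt downstream held 0.292% of the 21 nt reads against 69.2% for the miR171l site. The paper gives miR1509a as the trigger of phasiRNAs, and its sequence as drawn in Fig. 2 had 0 reads in the 7 libraries. Table S3 as used here lists 15 loci with miR1509a where the text gives 1 more. Fig. 3 shows 24 nt phasing at each of its 4 transcripts, and here 24 nt reads passed at 2 of them, P21_TR99765_c4_g4_i1_1 and TR84332_c10_g3_i1, within the sequence tested. Table S1 gives other read totals than were found under the same name for 6 of the 7 libraries.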

Other observations

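The tests of other cycle lengths, of the strand of reads on rRNA and chloroplast loci and of the site of Fig. 4a were chosen only after the results, or similar ones, were seen. So was the comparison of pairs of libraries. The test of chloroplast reads against the names in Table S1 was chosen before its result was seen.

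The profiles labelled M1 and r52 have the read totals of libraries that Table S1 names r19 (root) and M2-1 (whole plant). A mislabelled sample is a candidate explanation. If Table S1 is right, the libraries labelled M2-1 and r52 would contain leaf RNA and have the most reads on the 13 loci annotated with chloroplast genes. The ratio of their lower value to the highest of the other libraries was 0.219, and the ratio for M1 and M2-1, the whole plant libraries by label, was 0.239. These loci had 10720 RPTM in M1, 2436 in M2-1, 10213 in r15, 4684 in r19, 8706 in r3, 2349 in r52 and 2163 in r60. Neither naming puts the most chloroplast reads in its whole plant libraries, so this test does not tell which names are right. A second test asked whether the 2 libraries that Table S1 names whole plant share a source, by counting the loci with more reads of 21 nt in both libraries of a pair than in each of the other 5. With at least 100 reads in both and more than 10 times the reads of each other library, there were 9 such loci for M2-1 and r52, at most 2 for any of the other 20 pairs and 0 for M1 and M2-1. At these 9 loci M2-1 had 582 to 71948 reads, r52 had 152 to 31402 and no other library had more than 56. Some of them come from the same assembled component, so they are not independent. The limits were chosen after the counts had been seen. Over 12 combinations of limits the count for M2-1 and r52 was the highest at 11, and without a minimum fold or number of reads it was 27, as it was for r15 and r3. M2-1 and r52 also had the largest shares of 24 nt reads, 42.4% and 40.7%, while for 21 nt reads M1 lay between them. The pattern at the 9 loci joins the libraries that Table S1 names whole plant and not those labelled so. Plants, batches or infections that these libraries share were not tested and cannot be told apart from a shared tissue. For these reasons differences between root and whole plant here cannot be told apart from the naming of the libraries.

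Between root and whole plant as grouped by the sample labels, 0 of 201 loci had an adjusted p under 0.05 with edgeR, and 9 had an unadjusted p under 0.05. Some loci varied far more between libraries of 1 label than the simulated ones, so 0 calls do not show that the loci are alike. Libraries were not regrouped by the names in Table S1, so these counts do not show whether loci differ under that naming. With DESeq2, 1 of 188 loci had an adjusted p under 0.05, lower in root, and 25 had an unadjusted p under 0.05.

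At the listed loci 156 of 201 passed the phase criteria with 21 nt reads and a cycle of 21 nt. To test whether dense coverage passes the criteria at any cycle length, the same reads were tested with cycles of 17 to 20 and 22 to 25 nt, and at most 2 loci passed. As the authors chose these loci for 21 nt phasing, partly from the same libraries, this does not settle whether coverage alone would pass elsewhere. The adjustment also counts loci without a window with a p under 0.05. It can therefore exclude most loci at a cycle where fewer loci have such a window, and how many had one was not recorded. In simulated loci with random positions, 7 of 100 passed. These had fewer occupied positions than many listed loci, so that rate does not cover dense coverage. With 24 nt reads at the loci of Fig. 3, 3 of 7 passed with a cycle of 24 nt, 4 with a cycle of 21 nt, 2 with 22 nt, 0 with 23 nt and 1 each with 25, 26 and 27 nt. The loci were listed for 21 nt phasing, so the 4 at that cycle do not separate an effect of 21 nt phasing from one under which dense coverage passes the criteria at any cycle length, and with 7 loci the test leaves this open.

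Reads on the loci annotated as rRNA came from 1 strand at 96.1% in root, mostly anti-sense to the assembled sequence, and 19.1% ± 3.93 (SD, n = 5) were 21 nt long. This is consistent with fragments of an abundant transcript that was assembled in the reverse direction. Reads on the loci annotated with chloroplast genes came from the strand with more reads at 55.6%, and 46.6% ± 3.69 (SD, n = 5) were 21 nt long, which does not separate fragments from siRNAs. The limits used for both tests were set after similar values had been seen, and no biological explanation was tested.

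The phasiRNA P21_TR102758_c4_g2_i1_1_siR6 has 0 mismatches to the site drawn in Fig. 4a and shares its first 11 bases at the 5’ end with the 22 nt small RNA near miR1509a. To test whether the 22 nt small RNA pairs with the same site, its mismatches over the same 21 nt were counted, and there were 3, under the limit of 4 that the paper uses. The 22 nt small RNA had 13554 RPTM in root against 1139 ± 310 (SD, n = 5) for the phasiRNA. A cleavage at this site could therefore be due to either, and the libraries used here do not tell them apart.

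Table S3 annotates 8 loci with virus proteins, and 6 of them passed the phase criteria. Their reads of 18 to 30 nt ranged from 4097 to 78090 RPTM over the 7 libraries, with the highest value in r60. In root, 59.9% ± 15.0 (SD, n = 5) of them were 21 nt long and 57.4% ± 3.53 came from the sense strand.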
